A study of Mus musculus with 62 samples. Its data were reported in "Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts" (2024).

How the data were processed

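RNA was measured in mature adipocytes, the fat-filled cells that float after collagenase digestion of adipose tissue. The tissue came from 16 adult C57BL6/J mice, 8 males (mice 1 to 8) and 8 females (mice 17 to 24). From each mouse, perigonadal white adipose tissue (pgWAT, the fat around the gonads) and inguinal white adipose tissue (iWAT, a subcutaneous fat) were taken. This gives 32 samples, each a mouse and depot. Each sample was sequenced as technical duplicates a and b, except male pgWAT mouse 2 and female iWAT mouse 18, which had 1 library, so that there were 62 libraries.

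Per the study's methods, floating cells were collected from the suspension, RNA was extracted with QIAzol and an RNeasy clean-up, and libraries were made by the Smart-seq2 protocol with oligo-dT priming, PCR amplification and no molecular identifiers. Single-end reads from an Illumina HiSeq instrument were aligned by the authors with STAR to mm10 (Ensembl build 94) and counted with Salmon and tximport. The versions of these tools were not stated. The deposited table of libraries holds raw counts per Ensembl gene, whole numbers with no normalization, for 35678 genes and ERCC spike-ins. A further deposited table by the authors holds expected counts, the mean of the technical duplicates per gene symbol, for 17586 genes. Of these, 17208 were matched by symbol to the count table, and 14956 equalled the mean of the duplicates in all samples. Of the other 2252 genes, 2248 were 0 in all samples of the averaged table. The 2097 of these found under 1 symbol had a median total of 25 counts over the 32 samples, and 0 of them were tested below. The main analysis used the library counts.

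Counts of technical duplicates were summed. Total counts per sample ran from 193511 (male pgWAT mouse 2) to 2617795 (male iWAT mouse 7), and per library from 94165 to 1326698. The 3 rRNA-like genes CT010467.1, AY036118 and Gm26917 took 23.4% to 55.8% of the counts of a sample. Limits for a library followed the study's methods. Of the 62 libraries, 12 held fewer than 250000 counts, which are assigned reads and so fewer than the reads sequenced. No library held fewer than 8000 genes with a count (fewest 8824) or over 15% mitochondrial counts (highest 12.8%), and the highest ERCC share of a sample was 0.118%. All libraries were kept. Floors cover counting error only, and PCR reads without molecular identifiers are not independent molecules.

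Genes with low counts were removed with filterByExpr of edgeR 4.0.16 at its default settings over the 4 groups of sex and depot, which left 9533 genes. TMM factors were computed on these genes. CPM are counts per 1000000 of the counts in tested genes times the TMM factor. Genes that failed the filter are reported only as CPM and from a fit with no filter. The main test was the quasi-likelihood F test of edgeR (estimateDisp, glmQLFit, glmQLFTest) with 1 coefficient per group and all 32 samples. The common biological coefficient of variation was 0.412 and the prior degrees of freedom were 6.03. There were 5 contrasts, namely male over female in pgWAT and in iWAT, pgWAT over iWAT in females and in males, and the interaction, which is the sex difference in pgWAT minus that in iWAT. P values were adjusted by Benjamini and Hochberg within each contrast, with a threshold of 0.05. All tests were two-sided. The labels name no sequencing batch. The deposited names of the libraries give the same lane number for all. Their sample numbers form separate blocks for each group, so this order cannot be told apart from sex and depot.

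Lists of genes were copied from the study. They are a core list of 36 genes by sex in adipose stem cells (ASC), a list of 104 further genes by sex in pgWAT ASC, the Hox genes (34 symbols in the table) and 10 genes of the renin-angiotensin-aldosterone system (RAAS). The study chose them on stem cells, partly of the same mice, and not on these libraries. Each list was tested with fry of limma 3.58.1, with every gene signed by the sex that the study names. Hox genes numbered 1 to 8 were signed for males and those numbered 9 to 13 for females. Xist, Ddx3y and Eif2s3y were left out of the test and of the count of directions. The 6 list tests by sex were adjusted together, as were the 3 list tests of the interaction. camera with its preset correlation was the alternative, and all its calls (5 of the 6 tests) hold under fry.

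Sums of CPM over 11 fixed lists of marker genes followed transcripts of adipocytes and other cells: adipocyte, ASC, endothelial, mural, macrophage, lymphocyte, epithelial, mesothelial, muscle, erythroid and thermogenic. Krt19 is in both the epithelial and the mesothelial list. The log2 of the sums, after adding 1 CPM, was compared with exact permutation tests over 12870 assignments of 8 and 8 mice, or over 256 sign changes of 8 within-mouse differences. The smallest p these sign changes can give is 0.0078125. The 55 tests were adjusted together.

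Named genes followed a rule. It names 5 sex chromosome genes, the RAAS list, Sult1e1, Esr1, Pgr, Tbx15 and Tcf21. It adds, in each contrast, up to 3 genes with the largest positive and 3 with the largest negative fold change among those past the threshold with a mean of at least 5 CPM in the higher group. Their mice had to show no overlap between the groups, or the same direction in all 8 mice of a depot contrast. Symbols of predicted genes were skipped. List members past the threshold could also be named. Some genes that the rule names are not reported here. The lists, the marker lists, the contrasts, the tests, the naming rule and most alternatives were chosen before the data were examined. Where a group had no count of a gene, the fold is a lower bound against a floor of 3 counts over the group. Means below 1 CPM rest on few counts, and leaving out 1 mouse can change them several-fold.

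The labels number the mice, so the samples of a mouse can be paired. This was checked over abundant genes, chosen by mean CPM before the filter and without the rRNA-like genes. The correlation of the pgWAT and iWAT deviations from their group means had a median of 0.133 over the 16 mice (from -0.219 to 0.498, 8 of 16 above 0.1). It was -0.014 over 112 pairs of other mice of the same sex. The consensus correlation from duplicateCorrelation was 0.149. Fits with mouse as a block were alternatives.

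The other alternatives were DESeq2's size factors in edgeR, no filter on low counts, a fit with only the groups compared, library a of each sample only, the authors' averages, a covariate from 4 stromal genes (Pdgfra, Dcn, Col1a1 and Col3a1), a fold change above 2.6, the Wald test of DESeq2 1.42.0, and each mouse left out in turn. Chosen after seeing the data were a fit with the 3 rRNA-like genes left out, a fit with log2 total count as a covariate, and 3 alternatives for the marker sums (library a only, the rRNA-like genes left out, and CPM of all counts with no TMM factor). Lists for liver, heart, seminal vesicle, epididymis and urothelium were also written after the data were seen. Splits of the samples were counted over 100 draws with a fixed seed. Slopes of list counts on library totals had intervals from 2000 bootstrap draws of whole mice, or of duplicate pairs for slopes within duplicates.

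The test was also tried on simulated data. Changes were placed in 200 genes at a time on the fitted spread and depth of these samples. All were larger in log2 fold change than those given below for Csnk2a1, Dym, H2-Q10, Ggt5 and Scpep1. They also exceeded the median changes of the lists. The recovery therefore does not hold for effects that small. The test recovered 89.5% of them for sex in pgWAT, 93.5% for sex in iWAT, 87.5% for depot in females, 88.5% for depot in males and 73% for the interaction. The percentage of calls that were false was 3.76%, 6.5%, 3.31%, 3.80% and 3.31% in the same order. Counts were drawn independently between genes, so these percentages leave out any spread that genes share in real samples. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Coordinates are from GENCODE M21 on GRCm38 (mm10). Stem cell and single-cell data of the study were not used here.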

Results

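Bulk RNA-seq was analysed in mature adipocytes of 8 male and 8 female mice, each with a pgWAT and an iWAT sample (n = 8 mice in each of the 4 groups). Total counts per sample had a median of 703421 in female pgWAT (212689 to 1883937), 913563 in male pgWAT (193511 to 1714037), 1325461 in female iWAT (883376 to 2163890) and 1822848 in male iWAT (422831 to 2617795). In each sex, 7 of 8 mice had fewer counts in pgWAT than in iWAT, with p = 0.0391 in females and p = 0.0156 in males (exact sign-change test, adjusted over the 4 depth comparisons, 0.0781 and 0.0625). Between the sexes the totals did not differ in pgWAT (p = 0.688, exact permutation test) or in iWAT (p = 0.937, exact permutation test). At these depths, 3 counts over a whole group, the floor for an undetected gene, correspond to 0.461 CPM in female pgWAT, 0.413 CPM in male pgWAT, 0.271 CPM in female iWAT and 0.245 CPM in male iWAT. The plot of counts per mouse and depot shows each sample.

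**Figure D1:**
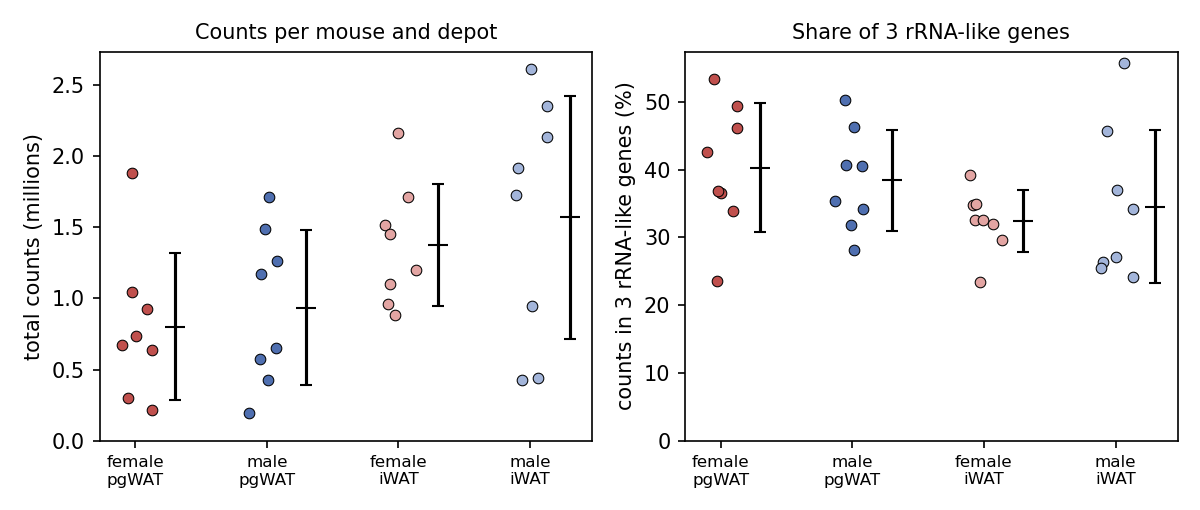
Total counts and percent of counts in 3 rRNA-like genes for each mouse and depot. Points are mice, bars are the mean and SD (n = 8 per group). Totals run from 193511 to 2617795 and the rRNA-like share from 23.4% to 55.8%.

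The sex of the samples was checked with genes of the sex chromosomes. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) was 211 ± 45.0 CPM in female pgWAT and 235 ± 50.002 CPM in female iWAT (SD, n = 8). It was 11.1 ± 12.3 CPM in male pgWAT and 2.62 ± 3.44 CPM in male iWAT (SD, n = 8). The Y-chromosome gene Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) was 30.7 ± 14.7 CPM in male pgWAT, 39.0 ± 9.40 CPM in male iWAT, 0.925 ± 1.87 CPM in female pgWAT and 0.146 ± 0.272 CPM in female iWAT (SD, n = 8). Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) was 23.4 ± 10.1 CPM in male pgWAT and 21.9 ± 8.36 CPM in male iWAT, and 1.42 ± 1.46 CPM and 0.49978 ± 0.549 CPM in the same depots of females (SD, n = 8). All 3 differed by sex in both depots in edgeR. The log2 fold changes in pgWAT were -4.63, 5.50 and 4.25, with adjusted p of 5.85e-08, 2.08e-09 and 3.67e-06. Uty (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759) was higher in males by a log2 of 2.86 in pgWAT (adjusted p = 0.0151) and 3.06 in iWAT (adjusted p = 0.00118). Kdm5d (ENSMUSG00000056673, chromosome Y, 897788 to 956786) failed the filter. With no filter its log2 fold changes were 1.89 in pgWAT and 1.85 in iWAT, with adjusted p of 0.201 and 0.0822. Every male sample except pgWAT of mouse 2 had more Ddx3y than Xist counts, and every female sample had more Xist counts. The sample of mouse 2 held 7 Xist counts and 1 Ddx3y count at the lowest depth of all samples, so these genes do not settle whether it holds RNA of a male alone. It was kept as labelled.

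**Figure D2:**
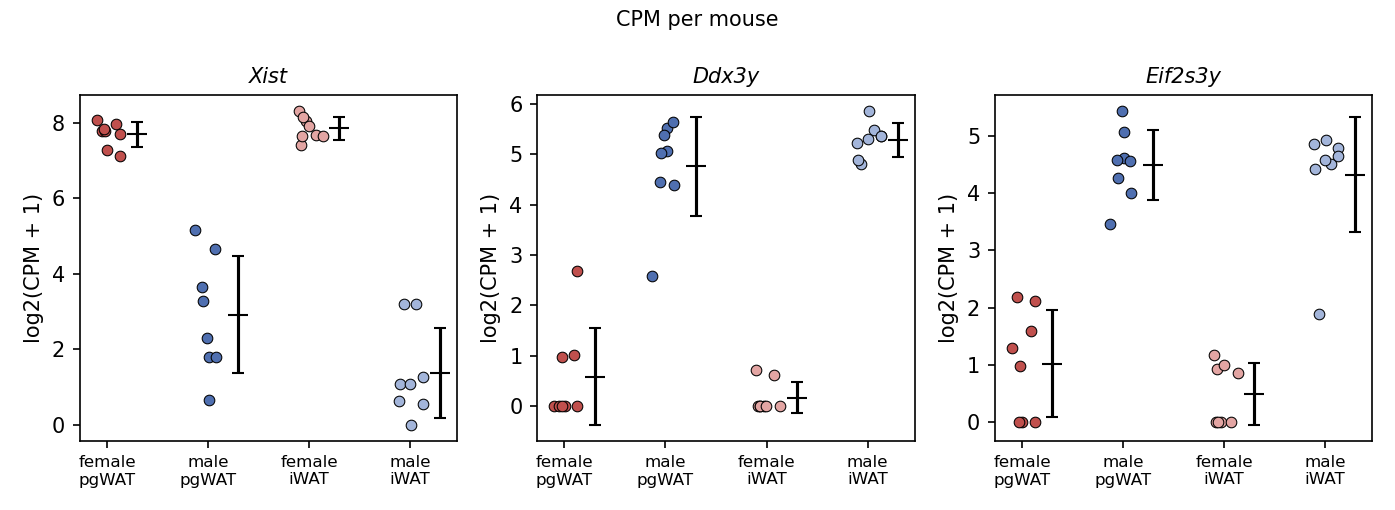
log2(CPM + 1) of Xist, Ddx3y and Eif2s3y per mouse in the 4 groups. Points are mice, bars are the mean and SD (n = 8 per group). All females lie above all males for Xist in both depots.

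The first comparison asks which genes differ by sex in adipocytes of the perigonadal depot. Of 9533 genes, 60 passed the threshold in edgeR, 25 higher in males and 35 higher in females, and 1173 had an unadjusted p below 0.05. Of the 60, 2 lay on the X and 3 on the Y chromosome. The alternative that moved the count most upwards was the DESeq2 test, which called 186 genes, and the lowest count, 20, came from leaving out mouse 6. With the stromal covariate 157 genes passed and the balance turned, with 92 higher in males and 65 higher in females. The values of 9 called genes did not overlap between the sexes. Of all 9533 tested genes, 14 had no overlap, where chance gives 0.0155% of genes. By the naming rule, the genes higher in males included Csnk2a1 (ENSMUSG00000074698, chromosome 2, 152226839 to 152281852) and Dym (ENSMUSG00000035765, chromosome 18, 75018781 to 75286964). Csnk2a1 was 40.6 ± 12.1 CPM in males and 19.1 ± 5.17 CPM in females (SD, n = 8, log2 fold change 1.01, adjusted p = 0.0153). Dym was 43.9 ± 5.79 CPM and 23.8 ± 8.46 CPM (SD, n = 8, log2 fold change 0.87, adjusted p = 0.0492). The call of Dym was close to the threshold. Leaving out 1 mouse lost the call of Csnk2a1 in 3 of 16 fits (mice 5, 6 and 24) and that of Dym in 15 (all but mouse 2). Both calls were also lost with no filter, with only the groups compared and with the stromal covariate, and that of Dym with library a only and with the rRNA-like genes left out.

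The genes higher in female pgWAT by the same rule were H2-Q10 (ENSMUSG00000067235, chromosome 17, 35470089 to 35474563), Ggt5 (ENSMUSG00000006344, chromosome 10, 75589340 to 75617200) and Scpep1 (ENSMUSG00000000278, chromosome 11, 88924020 to 88955465). H2-Q10 was 150.1 ± 36.3 CPM in females and 64.8 ± 19.5 CPM in males (SD, n = 8, log2 fold change -1.23, adjusted p = 0.0322). Its reads can be shared with near-identical genes of the same family, so its level is uncertain, and 8 of 16 fits without 1 mouse lost the call. Ggt5 was 39.8 ± 6.69 CPM and 18.8 ± 4.34 CPM (SD, n = 8, log2 fold change -1.06, adjusted p = 0.0121). Its call was lost when only library a of each sample was used. Scpep1 was 57.5 ± 9.70 CPM and 27.4 ± 9.66 CPM (SD, n = 8, log2 fold change -1.03, adjusted p = 0.00415).

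In iWAT, 61 genes differed by sex in edgeR, 13 higher in males and 48 higher in females, with 808 genes at an unadjusted p below 0.05. Of the 61, 3 lay on the X and 4 on the Y chromosome. A fit in voom with mouse as a random block called 190, and a fit with no filter 249. The lowest count, 23, came from a fit with only the groups compared, and leaving out mouse 22 gave 40. The values of 19 called genes did not overlap between the sexes. Of all 9533 tested genes, 22 had no overlap, where chance gives the same 0.0155%. By the naming rule, Serpina3m (ENSMUSG00000079012, chromosome 12, 104338486 to 104394257) was higher in males, at 11.3 ± 5.31 CPM against 0.894 ± 0.756 CPM in females (SD, n = 8, log2 fold change 3.49, adjusted p = 1.77e-04). Its reads can be shared with near-identical neighbouring genes. The genes higher in females were Cldn4 (ENSMUSG00000047501, chromosome 5, 134945119 to 134946934), Krt19 (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665) and Fcgbp (ENSMUSG00000047730, chromosome 7, 28071236 to 28120862). Cldn4 was 60.0 ± 89.7 CPM in females (SD, n = 8) and had no count in any male iWAT sample, so it was at least 245-fold higher in females (adjusted p = 0.00466). Without mouse 17 its female mean was 29.4 CPM and the bound 120.1-fold. Krt19 was 165 ± 265 CPM in females and 1.88 ± 3.13 CPM in males (SD, n = 8, log2 fold change -7.65, adjusted p = 6.84e-04). Fcgbp was 121 ± 197 CPM and 1.05 ± 1.23 CPM (SD, n = 8, log2 fold change -7.28, adjusted p = 4.20e-05). Its call was lost in voom with mouse as a random block. The SD of these 3 genes exceeded their mean in females, whose levels differed widely between mice. Without mouse 17 the female means of Krt19 and Fcgbp were 74.3 and 54.2 CPM, and without mouse 2 the male mean of Krt19 was 0.986 CPM. By sex, 13 genes passed in both depots, all 13 in the same direction.

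The study lists 36 genes that differ by sex in adipose stem cells of both depots, and a comparison with these libraries asks whether the same genes differ in adipocytes. Of the 36, 23 were tested with Xist, Ddx3y and Eif2s3y left out, and 2 of the 23 lie on the X chromosome. In pgWAT, 20 of 23 went in the direction of the stem cells (fry p = 3.22e-06, adjusted over 6 list tests 9.65e-06, median signed log2 fold change 0.58). Of the list, 5 passed over all genes, and 6 passed when adjusted over the list alone. The 5 were Fkbp5 (2.90), C7 (3.86), Serpine2 (1.41), Spon2 (-2.26) and Akr1c14 (-2.58), with log2 fold changes in parentheses. In iWAT, 16 of 23 went in that direction (fry p = 1.50e-05, adjusted 2.99e-05, median signed log2 fold change 0.76). There, 4 passed over all genes, and 11 passed when adjusted over the list alone, 10 of them in the direction of the stem cells. The 4 were C7 (4.04), Serpine2 (1.73), Spon2 (-3.64) and Akr1c14 (-2.76). The sex effect on this list did not differ between the depots (fry on the interaction, p = 0.577).

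The study also lists 104 genes that differ by sex in pgWAT stem cells, of which 53 were tested here, 1 of them on the X chromosome. In pgWAT, 44 of 53 went in the direction of the stem cells (fry p = 1.34e-08, adjusted 8.03e-08, median signed log2 fold change 0.61). Of these genes, 4 passed over all genes, and 15 passed when adjusted over the list alone, 13 of them in the direction of the stem cells. They included Hoxa9 (-2.90), Oxtr (-3.12) and Sfrp4 (-4.02). In iWAT, 32 of 53 went in that direction (fry p = 0.0133, adjusted 0.0160, median signed log2 fold change 0.27), which was not past the threshold in voom with mouse as a random block (p = 0.0963). There, 2 passed over all genes, Hp (2.43) and Oxtr (-4.71), and 14 passed when adjusted over the list alone, 10 of them in that direction. The effect on the list was larger in pgWAT (fry on the interaction, p = 1.44e-04, adjusted 4.32e-04).

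**Figure D3:**
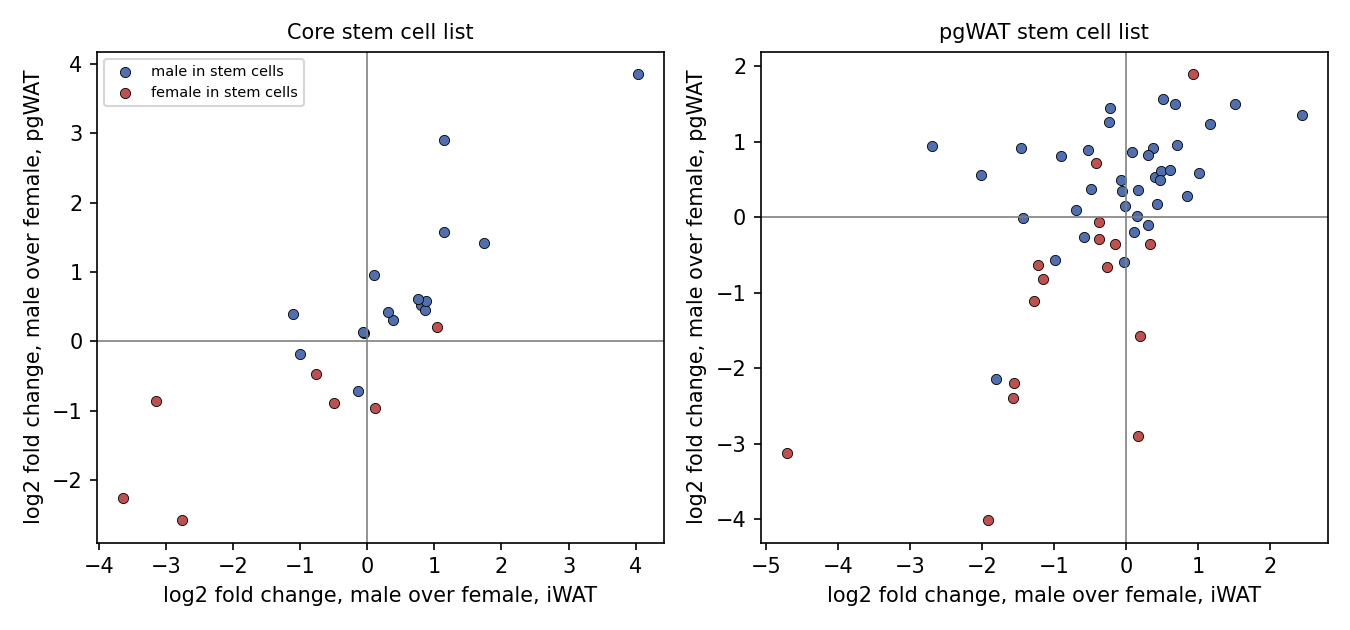
log2 fold change of male over female in iWAT (x axis) and in pgWAT (y axis) for each tested gene of the core list (left) and the pgWAT list (right) of the study, coloured by the sex with the higher level in stem cells. In pgWAT, 20 of 23 and 44 of 53 genes lie on the side of that sex.

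In pgWAT stem cells the study describes Hox genes of low number as higher in males and of high number as higher in females. Of 34 Hox symbols, 6 passed the filter. In pgWAT all 6 went in that direction (fry p = 1.08e-04, adjusted 1.62e-04, median signed log2 fold change 0.94). Of the 6, 1 passed over all genes (Hoxa9, listed above), and 2 passed when adjusted over the list alone. In iWAT 4 of 6 went in that direction (fry p = 0.424, median signed log2 fold change 0.26), and 0 passed in edgeR either way, with 0 at an unadjusted p below 0.05. The difference between the depots was past the threshold (fry on the interaction, p = 0.00473, adjusted 0.00710).

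The RAAS genes were compared because the study sets this system beside the sex difference in stem cells. Of the 10 genes, 9 were tested. In pgWAT 0 of 9 passed in edgeR, over all genes or adjusted over the list alone, 1 of 9 (Agt) had an unadjusted p below 0.05, and 0 of 9 passed in voom with mouse as a random block. In iWAT 1 passed in both ways. This was Agtr1a (ENSMUSG00000049115, chromosome 13, 30336441 to 30382867), which was 21.9 ± 18.9 CPM in females and 4.21 ± 5.19 CPM in males (SD, n = 8, log2 fold change -2.94, adjusted p = 0.00880). Without mouse 17 it was not past the threshold (log2 fold change -2.45), and without mouse 4 the male mean was 2.49 CPM. Voom with mouse as a random block called 4 genes, all in iWAT. Agt (ENSMUSG00000031980, chromosome 8, 124556534 to 124569706) was 199.7 ± 136 CPM in male and 104 ± 50.9 CPM in female pgWAT (SD, n = 8, log2 fold change 0.96, adjusted p = 0.358). In iWAT it was 48.0 ± 20.6 CPM in males and 46.3 ± 25.7 CPM in females (SD, n = 8, adjusted p = 0.99955). Ace (ENSMUSG00000020681, chromosome 11, 105967945 to 105989964) was 38.7 ± 23.6 CPM in male and 34.0 ± 20.6 CPM in female pgWAT (SD, n = 8, log2 fold change 0.13, adjusted p = 0.968), and it passed the threshold only with the stromal covariate (log2 fold change 1.45). For Atp6ap2, Ctsd, Cma1, Mcpt4, Enpep and Anpep the adjusted p in pgWAT ran from 0.482 to 0.992.

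Among the other genes named beforehand, Sult1e1 (ENSMUSG00000029272, chromosome 5, 87575969 to 87591594) failed the filter. It was 21.5 ± 14.9 CPM in male pgWAT, with counts in 8 of 8 mice, and 0.0608 ± 0.172 CPM in female pgWAT, with counts in 1 of 8 (SD, n = 8, adjusted p in edgeR with no filter, 1.17e-05). In iWAT it was 3.39 ± 3.99 CPM in males (SD, n = 8) and had no count in females, so it was at least 12.5-fold higher in males (adjusted p in edgeR with no filter, 0.00156). Pgr (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611) also failed the filter. In iWAT it was 12.4 ± 14.1 CPM in females and 0.0576 ± 0.163 CPM in males, where 1 mouse had a count (SD, n = 8, adjusted p in edgeR with no filter, 1.56e-05). Without mouse 17 the female mean was 8.19 CPM. Mice 17, 21 and 22, highest in Pgr there (42.0, 21.3 and 16.8 CPM), were also highest in the sum of epithelial markers. RNA of epithelial cells may thus add to this difference. In pgWAT Pgr was 3.52 ± 3.45 CPM in females (SD, n = 8) and had no count in males, at least 8.51-fold lower (adjusted p in edgeR with no filter, 0.0594). Esr1 (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614) did not differ by sex in pgWAT, at 43.5 ± 24.2 CPM in females and 26.2 ± 21.0 CPM in males (SD, n = 8, adjusted p = 0.511), or in iWAT (adjusted p = 0.937).

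The depots were then compared within each sex. In females 151 genes passed in edgeR, 72 higher in pgWAT and 79 higher in iWAT, with 1113 at an unadjusted p below 0.05. With mouse as a block, 279 genes passed, 143 of them among the 151. With log2 total count as a covariate, 295 passed, 89 higher in pgWAT and 206 higher in iWAT, and with no filter 455, with 250 and 205. In males 645 genes passed, 391 higher in pgWAT and 254 higher in iWAT, with 1879 at an unadjusted p below 0.05. With mouse as a block, 878 passed, 571 of them among the 645. With log2 total count as a covariate, 642 passed in males, but 274 were higher in pgWAT and 368 in iWAT. By depot, 112 genes passed in both sexes, all 112 in the same direction. The depot markers Tcf21 and Tbx15 failed the filter. Tcf21 (ENSMUSG00000045680, chromosome 10, 22817281 to 22820174) was 12.3 ± 6.81 CPM in female pgWAT and 0.113 ± 0.321 CPM in female iWAT (SD, n = 8, adjusted p in edgeR with no filter, 1.34e-06). In males it was 4.39 ± 5.86 CPM and 0.338 ± 0.956 CPM (SD, n = 8, adjusted p in edgeR with no filter, 0.00154), and 2.52 CPM in male pgWAT without mouse 4. Tbx15 (ENSMUSG00000027868, chromosome 3, 99240381 to 99354259) was 5.50 ± 3.54 CPM in female iWAT and 0.810 ± 1.78 CPM in female pgWAT (SD, n = 8, adjusted p in edgeR with no filter, 0.0237), and 0.207 CPM in female pgWAT without mouse 18. In males it was 8.32 ± 2.04 CPM and 0.241 ± 0.682 CPM (SD, n = 8, adjusted p in edgeR with no filter, 1.09e-04), with counts in pgWAT of mouse 5 alone.

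The genes named by the rule for the depots were mostly transcripts abundant in liver or skeletal muscle. In females, the rule named Serpina1c (ENSMUSG00000079015, chromosome 12, 103894926 to 103904887) and Fabp1 (ENSMUSG00000054422, chromosome 6, 71199827 to 71205023) as higher in pgWAT. It also named Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321). These genes had the largest fold changes towards pgWAT among those the rule allowed. Serpina1c was 130.3 ± 142 CPM in pgWAT and 0.127 ± 0.359 CPM in iWAT (SD, n = 8, adjusted p = 4.50e-09), and its reads can be shared with near-identical copies. Fabp1 was 48.8 ± 56.5 CPM in pgWAT (SD, n = 8) and had no count in female iWAT, at least 180.3-fold lower (adjusted p = 9.97e-07), a bound of 115-fold without mouse 20. Ttr was 109 ± 97.6 CPM in female pgWAT and 0.176 ± 0.343 CPM in female iWAT, and 66.4 ± 26.5 CPM and 0.231 ± 0.353 CPM in the same depots of males (SD, n = 8, log2 fold changes 8.45 and 7.22, adjusted p = 1.57e-11 and 1.59e-10). In males, Ces3a (ENSMUSG00000069922, chromosome 8, 105048601 to 105058413) was at least 85.6-fold and Fbp1 (ENSMUSG00000069805, chromosome 13, 62864753 to 62888282) at least 68.7-fold higher in pgWAT, with no count in male iWAT. They were 21.0 ± 16.4 CPM and 16.8 ± 13.4 CPM in male pgWAT (SD, n = 8, adjusted p = 1.95e-04 and 4.21e-05). All these differences held in 8 of 8 mice, as the naming rule required. Of all 9533 tested genes, 375 in females and 814 in males went the same way in 8 of 8 mice. Chance gives this in 0.781% of genes. Over the pgWAT libraries the count of these genes rose far less than in proportion to the library total, or fell. The slope of log count on log total was -0.06 for Serpina1c, 0.05 for Fabp1, 0.21 for Ttr, -0.14 for Ces3a and -0.16 for Fbp1, where a constant share of the library gives 1.

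On the iWAT side, Mup2 (ENSMUSG00000078688, chromosome 4, 60135932 to 60154289) was 265 ± 223 CPM in females and 158 ± 106 CPM in males (SD, n = 8). It had no count in any pgWAT sample, at least 574-fold lower in females and at least 381-fold lower in males (adjusted p = 2.94e-06 and 8.92e-06). Near-identical Mup copies share reads, so the gene is uncertain. Its slope on the library total was 1.50. In females Fcgbp, given above for iWAT, was 1.06 ± 1.52 CPM in pgWAT (SD, n = 8, log2 fold change -7.06, adjusted p = 4.53e-05). Without mouse 21 this pgWAT mean was 0.706 CPM. Myh4 (ENSMUSG00000057003, chromosome 11, 67238029 to 67260446) was 182 ± 63.0 CPM in female iWAT and 1.68 ± 2.64 CPM in female pgWAT (SD, n = 8, log2 fold change -7.04, adjusted p = 3.52e-09), and 0.900 CPM in pgWAT without mouse 21. In males Pvalb (ENSMUSG00000005716, chromosome 15, 78191114 to 78206400) was 124 ± 114 CPM in iWAT and 0.0815 ± 0.231 CPM in pgWAT (SD, n = 8, log2 fold change -8.93, adjusted p = 8.12e-11). Tnnt3 (ENSMUSG00000061723, chromosome 7, 142498836 to 142516009) was 238 ± 207 CPM and 0.596 ± 0.959 CPM (SD, n = 8, log2 fold change -8.78, adjusted p = 1.29e-11). Over the iWAT libraries the slopes of these 3 muscle genes on the library total were -0.07 for Myh4, 0.11 for Pvalb and 0.10 for Tnnt3. The muscle list summed to 508 to 1189 counts in every iWAT library, a range of 2.34-fold, while library totals ranged 8.12-fold.

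**Figure D4:**
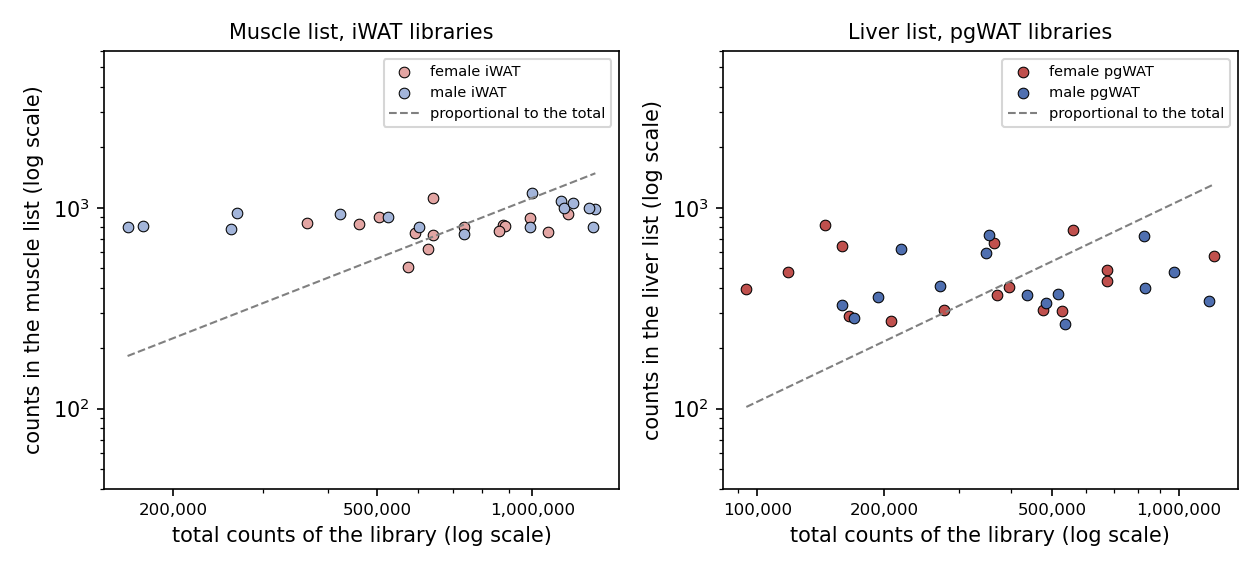
Counts in the muscle list of each iWAT library (left) and in the liver list of each pgWAT library (right) against the library's total counts, both axes on a log scale. Points are libraries, and the dashed line is a constant share of the library through the medians. The list counts stay between 508 and 1189 and between 264 and 825 over the range of totals.

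The interaction asks which sex differences depend on the depot. It passed in edgeR for 5 genes, 3 with a positive and 2 with a negative difference, and 620 had an unadjusted p below 0.05. With mouse as a block, 11 passed, among them the same 5. The naming rule gave Fcgbp (log2 difference 9.89, adjusted p = 0.00511) and Cldn3 (ENSMUSG00000070473, chromosome 5, 134986214 to 134987472, log2 difference 7.23, adjusted p = 0.00740). Cldn3 was 46.2 ± 66.2 CPM in female and 1.48 ± 2.15 CPM in male iWAT, and 3.59 ± 3.23 CPM in female and 8.90 ± 15.9 CPM in male pgWAT (SD, n = 8). Without mouse 17 the female iWAT mean of Cldn3 was 23.6 CPM, and without mouse 7 its male pgWAT mean was 3.35 CPM. Its male iWAT mean was 0.914 CPM without mouse 4. The call of Fcgbp was lost without mouse 5 and that of Cldn3 without mouse 7 (log2 differences 7.88 and 5.73). That of Fcgbp was also lost with the authors' averages (log2 difference 10.18). The other 3 genes, named after their values were seen, were Cidea, Prlr and Cd55. Cidea (ENSMUSG00000024526, chromosome 18, 67343604 to 67367785) was 71.5 ± 50.5 CPM in female and 5.13 ± 3.58 CPM in male pgWAT, and 27.1 ± 9.47 CPM and 30.3 ± 21.6 CPM in iWAT (SD, n = 8, log2 difference -4.04, adjusted p = 0.00441). Prlr (ENSMUSG00000005268, chromosome 15, 10177238 to 10349180) was 145 ± 195 CPM in female and 9.39 ± 2.44 CPM in male iWAT, and 20.4 ± 10.4 CPM and 24.9 ± 10.5 CPM in pgWAT (SD, n = 8, log2 difference 4.15, adjusted p = 0.00511). Without mouse 17 its female iWAT mean was 78.8 CPM and the log2 difference 3.30, still past the threshold. Cd55 (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744) was 56.1 ± 25.9 CPM in female and 18.3 ± 4.27 CPM in male pgWAT, and 39.5 ± 12.8 CPM and 58.4 ± 29.7 CPM in iWAT (SD, n = 8, log2 difference -2.16, adjusted p = 0.00912). The call of Cd55 was lost with library a only.

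Marker sums followed transcripts of other cell types in the libraries, with exact permutation tests adjusted over 55 tests. Adipocyte markers summed to 10837 ± 6119.5 CPM in female pgWAT, 13809 ± 7566 in male pgWAT, 13121 ± 4241 in female iWAT and 16972 ± 7345 in male iWAT (SD, n = 8), with no difference past the threshold. Thermogenic markers were lower in male than in female pgWAT, at 55.8 ± 36.2 against 211 ± 115 CPM (SD, n = 8, log2 difference -1.89, adjusted p = 0.0299, exact permutation test), and 8 of 8 males were not above the female median. The difference rests mainly on Ucp1 and Cidea. Cox8b (40.6 CPM in females and 28.8 in males) and Cox7a1 (18.7 and 19.6 CPM) did not differ in edgeR (adjusted p = 0.545 and 0.914), and Elovl3 (10.3 and 1.44 CPM) failed the filter. In iWAT the sexes did not differ (log2 difference -0.17, adjusted p = 0.684, exact permutation test), and the interaction was past the threshold (-1.72, adjusted p = 0.0462, exact permutation test), though not with library a only (adjusted p = 0.0575) or with no TMM factor (adjusted p = 0.0548). ASC markers were lower in male than in female pgWAT (log2 difference -0.91, adjusted p = 0.0335, exact permutation test, 7 of 8 males not above the female median).

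Epithelial markers in iWAT summed to 697 ± 1042 CPM in females and 10.3 ± 17.0 in males (SD, n = 8, log2 difference -5.80, adjusted p = 0.00427, exact permutation test), with 8 of 8 males not above the female median. Without mouse 17 the female mean was 342 CPM, and without mouse 2 the male mean was 4.33 CPM. The p before adjustment, 1.55e-04, is the smallest these permutations can give. The mesothelial sum also differed in iWAT (log2 difference -4.36, adjusted p = 0.00427, exact permutation test), and Krt19, which both lists hold, gave most of it, at a mean of 165 CPM of 171 CPM in females (74.3 of 80.5 CPM without mouse 17). In pgWAT neither sum differed by sex (log2 differences -0.04 and -0.97, adjusted p = 0.990 and 0.379, exact permutation test). The interaction passed for both (log2 differences 5.76 and 3.39, adjusted p = 0.0299 and 0.0385, exact permutation test), for the mesothelial sum not with library a only (adjusted p = 0.0575).

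Between the depots, lymphocyte markers were lower in pgWAT in 8 of 8 females and 8 of 8 males (log2 differences -4.09 and -3.05, adjusted p = 0.0335 for both, exact permutation test). Muscle markers were lower in pgWAT in all mice of both sexes (log2 differences -3.53 and -3.23, adjusted p = 0.0335 for both, exact permutation test). Endothelial markers were higher in pgWAT in all mice (log2 differences 0.83 in females and 1.52 in males, adjusted p = 0.0335 for both, exact permutation test). The call in females was lost with library a only (adjusted p = 0.156) and with no TMM factor (adjusted p = 0.0537). Mural markers were higher in pgWAT in 8 of 8 males (log2 difference 1.43, adjusted p = 0.0335, exact permutation test), a call lost under all 3 alternatives for the marker sums (adjusted p = 0.0575 with library a only, 0.0537 with the rRNA-like genes left out and 0.0537 with no TMM factor). Erythroid markers were higher in pgWAT in 8 of 8 females (log2 difference 1.09, adjusted p = 0.0335, exact permutation test). In males the difference was larger but just missed the threshold (log2 difference 1.90, 7 of 8 mice higher, adjusted p = 0.0506, exact permutation test), and it did not differ between the sexes (interaction, adjusted p = 0.309, exact permutation test). The mesothelial sum in males missed it by as little (log2 difference 2.14, 7 of 8 mice higher, adjusted p = 0.0506, exact permutation test). Over the pgWAT libraries of both sexes, the slope of log erythroid counts on the log total was 0.257 (from -0.391 to 0.681), and within duplicates 0.266 (from 0.0390 to 0.460), where a constant share gives 1. Macrophage markers did not differ in any comparison (adjusted p from 0.302 to 0.739, exact permutation tests).

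**Figure D5:**
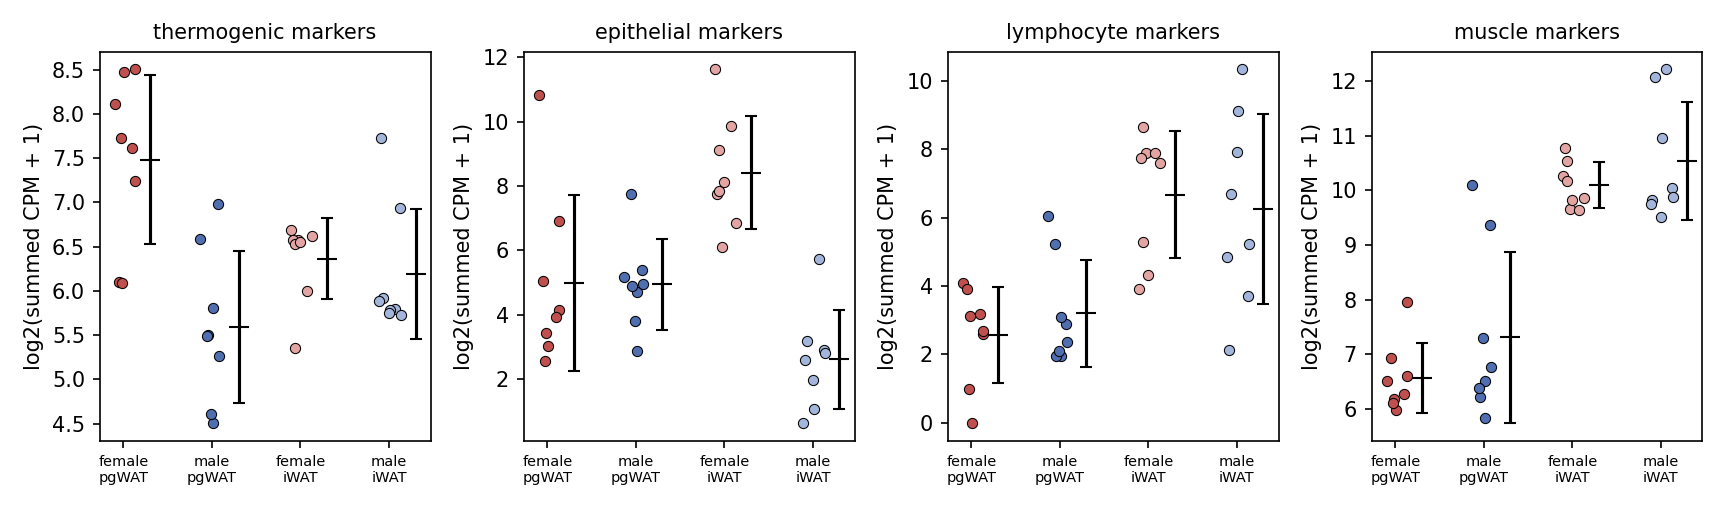
log2 of the summed CPM plus 1 of thermogenic, epithelial, lymphocyte and muscle markers per mouse in the 4 groups. Points are mice, bars are the mean and SD (n = 8 per group). All female iWAT samples lie above all male iWAT samples for the epithelial markers.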

Values the study reported

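The study reported a core set of 36 genes that differ by sex in adipose stem cells, and an additional 104 in stem cells of pgWAT.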

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

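The tests of low depth in samples far from their group, of epithelial cells by sex, with log2 total count as a covariate and of the splits were chosen only after the results or the data were seen. The 4 groups of 8 samples were searched for single samples far from the rest, by the gap to the nearest sample over the range of the group. This found 31 far values in 212 tests. Chance gives about 1 in 20 groups. Of the 31, 14 are of male mouse 2, and 22 belong to a sample with 1 of the 2 lowest totals of its group, which are 25% of the samples. Low depth is thus a candidate explanation for a part of these 22, and the other 9 are not covered by it. The adipocyte sum and Ctsd of male iWAT mouse 2 rest on many counts, for which counting error is small against the gap. Depth is therefore not enough to explain these. Female iWAT mouse 19 held 963916 counts, more than the median of either pgWAT group, so its depth was low only within its group. Apart from the tissues tested for pgWAT of mice 2, 3, 5, 7 and 19, given with the observations, no biological explanation was tested for single mice.

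In male pgWAT, mouse 2 (193511 counts) had 5.0049 (nearest other 20.0) CPM of Ddx3y, 0 (nearest other 7.49) of Uty, 5.0049 (nearest other 74.5) of Agt, 10.010 (nearest other 21.1) of Scpep1, 0 (nearest other 4.59) of Serpina3m, and an ERCC share of 0.118 (nearest other 0.0179) percent. The spike-ins were not part of the comparisons, and 0.118 percent is their highest share in a sample. In male iWAT, mouse 2 had low sums of adipocyte markers at 2972 (nearest other 11199) CPM. It was low in Agt at 10.9 (nearest other 38.0), Ctsd at 501 (nearest other 1125), Enpep at 0 (nearest other 17.6), Esr1 at 5.44 (nearest other 43.3), Dym at 19.1 (nearest other 38.7) and H2-Q10 at 46.3 (nearest other 151) CPM, and high in Fabp1 at 8.17 (nearest other 0.559) CPM.

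Of the other males, mouse 4 had 2.70 (nearest other 20.4) CPM of Eif2s3y and an ERCC share of 0.0990 (nearest other 0.0394) percent in iWAT, and 4.99 (nearest other 20.0) CPM of Prlr in pgWAT. In pgWAT, mouse 7 had 9.55 (nearest other 1.62) CPM of Cldn4 and mouse 8 had 0.652 (nearest other 0) CPM of Pvalb. Among females in pgWAT, mouse 19 had 118 (nearest other 0) CPM of Cldn4, 305 (nearest other 16.2) of Krt19 and a mesothelial sum of 476 (nearest other 46.8). Mouse 20 had 5.41 (nearest other 1.02) CPM of Ddx3y from 1 count, and mouse 18 had 5.02 (nearest other 21.4) of Dym. Mouse 24 had 3.41 (nearest other 23.4) of Ace and 2.43 (nearest other 10.2) of Agtr1a. In female iWAT, mouse 19 had a macrophage sum of 430.0 (nearest other 203) CPM, 13.2 (nearest other 22.4) of Csnk2a1, 1.01 (nearest other 0) of Serpina1c and an ERCC share of 0.0134 (nearest other 0.00655) percent. Mouse 17 had 21.6 (nearest other 28.9) CPM of Ggt5.

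Sex differences that depended on the depot were found by tests of the difference itself. They were the genes Fcgbp (9.89), Cldn3 (7.23), Prlr (4.15), Cd55 (-2.16) and Cidea (-4.04), with log2 differences in parentheses. They were also the pgWAT list (p = 1.44e-04, fry) and the Hox list (p = 0.00473, fry), and the epithelial (5.76), mesothelial (3.39) and thermogenic (-1.72) marker sums. The pgWAT libraries were shallower, but with log2 total count as a covariate all 5 genes stayed past the threshold in edgeR. For Ucp1 and Cidea, the only thermogenic genes checked in this way, the larger adjusted p by sex in pgWAT with that covariate was 1.59e-05. Depth as the whole cause is argued against by both values for these 5 genes and for Ucp1 and Cidea. In 1 of 100 splits of the samples, counting the real one, the interaction gave as many genes, so no other split did, which argues against chance. A difference between the sexes in tissue composition or in adipocytes themselves stays open and was not tested apart. In female iWAT, mice 17, 21 and 22 had the highest epithelial sums (3180, 929 and 559 CPM). In the same order they were highest in Prlr (606, 215 and 87.1 CPM), Fcgbp (587, 178 and 97.0 CPM) and Cldn3 (204, 58.1 and 39.0 CPM). RNA of epithelial cells may thus give part of the interaction for these genes. Cidea and Cd55 did not follow this order.

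The epithelial list has 6 genes, 1 of them also in the mesothelial list, and 3 reach 1 CPM in iWAT of both sexes. All 6 were over 2 times higher in female iWAT. The most abundant were Krt8 (194 CPM) and Krt18 (190.4 CPM). Epithelial cells in the dissected inguinal fat of females may give these transcripts. A fixed number of reads per library is argued against, since list counts differed 47.9-fold between the female iWAT libraries. The thermogenic list has 5 genes. In pgWAT of both sexes 4 reach 1 CPM (all but Ucp1), and in iWAT of both sexes 4 do (all but Elovl3). Its counts differed 31.4-fold between the female pgWAT libraries, which argues against the same explanation there. Ucp1 was at 69.4 CPM in female and 0.779 CPM in male pgWAT and Cidea at 71.5 and 5.13 CPM, while Cox7a1 was slightly higher in males (18.7 and 19.6 CPM), so the list as a whole does not move together.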

How the results depend on the processing

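The fits with log2 total count as a covariate, with the rRNA-like genes left out, and all 3 alternatives for the marker sums were chosen after seeing the data. The other alternatives were planned. Of 310 alternative values for the gene counts and list tests, 262 stayed on the same side or within 1.5 times, 46 counts moved by more, 1 list test was no longer past its threshold and 1, past no threshold, changed direction. Where a value moved, the cause was not tested. Of the values for single named genes and marker sums, 1519 kept their call or absence of one, 63 lost and 7 gained it, and none with a call in either fit changed direction. With no call in either fit, 37 values in 10 comparisons of single genes and 2 of marker sums changed sign, and these count among the 1519.

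With no filter, 125 genes passed by sex in pgWAT, 249 by sex in iWAT, 455 by depot in females, 1001 by depot in males and 18 for the interaction. The Hox genes in iWAT changed direction, with a fry p of 0.648 that passes no threshold. With only the groups compared, the counts were 25 and 23 by sex in pgWAT and iWAT, 288 by depot in males and 0 RAAS genes. Library a only gave 398 by depot in males and 3 for the interaction, and the authors' averages gave 3 for the interaction, without Fcgbp, and no value for Cldn3. The stromal covariate gave 157 by sex in pgWAT (92 higher and 65 lower in males, against 25 and 35), 1003 by depot in males, 10 for the interaction and 2 RAAS genes. The depth covariate gave 145 by sex in pgWAT, 156 by sex in iWAT, 295 by depot in females (89 higher and 206 lower in pgWAT) and 2 RAAS genes. In males it gave 642, with 274 higher and 368 lower in pgWAT. A fold change above 2.6 gave 404 by depot in males. DESeq2 gave 186 by sex in pgWAT, 105 by sex in iWAT, 229 by depot in females and 23 for the interaction. The size factors of DESeq2 in edgeR and leaving out the rRNA-like genes moved no count by more than 1.5 times.

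As a replicate block, mouse in edgeR gave 279 genes by depot in females and 11 for the interaction, and 878 by depot in males. In voom with duplicateCorrelation it gave 190 by sex in iWAT and 4 RAAS genes, and the pgWAT list in iWAT was no longer past the threshold (p = 0.0963). It changed no other call of the counts and list tests. Among named genes it lost the call of Fcgbp by sex in iWAT (log2 fold change -5.86). It gained calls for Cma1 (-2.03), Mcpt4 (-2.43) and Anpep (-2.53) by sex in iWAT and for Esr1 by depot in males (-1.08).

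Leaving out each mouse in turn gave 20 to 114 genes by sex in pgWAT, 40 to 121 by sex in iWAT, 123 to 217 by depot in females, 298 to 680 by depot in males, 4 to 12 for the interaction and 0 to 1 RAAS genes. By sex in pgWAT, the count was 22 without mouse 1, 114 without mouse 2, 93 without mouse 4, 31 without mouse 5, 20 without mouse 6, 21 without mouse 8, 39 without mouse 17, 35 without mouse 22, 26 without mouse 23 and 33 without mouse 24. By sex in iWAT it was 121 without mouse 2, 112 without mouse 4 and 40 without mouse 22. By depot in males it was 360 without mouse 3 and 298 without mouse 7. The interaction gave 12 without mouse 19, and the RAAS list 0 without mouse 17. The fry p ran from 2.67e-08 to 2.50e-05 (core list, pgWAT), 2.05e-08 to 1.07e-04 (core list, iWAT), 6.45e-11 to 1.96e-07 (pgWAT list, pgWAT), 1.75e-04 to 0.0297 (pgWAT list, iWAT), 2.39e-05 to 0.00710 (Hox, pgWAT) and 0.227 to 0.967 (Hox, iWAT). The count of genes by sex in pgWAT therefore rests on single mice, while the list tests past the threshold stayed past it without any mouse.

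The Hox test gave no value with only the groups compared in pgWAT, and none in either depot with library a only or with the authors' averages. Of the marker sums, the mural call in males was lost under all 3 alternatives, those for endothelial markers in females and the thermogenic interaction with library a only and with no TMM factor, and that of the mesothelial interaction with library a only. The mesothelial sum between the depots in males gained a call with no TMM factor (adjusted p = 0.0355, against 0.0506). Depth limits these results, since 12 of 62 libraries held fewer than 250000 counts and genes such as Sult1e1, Pgr, Tbx15 and Tcf21 failed the filter.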

Other observations

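The tests of the liver, muscle and erythroid lists, of the 3 organ lists, of male pgWAT mice 2 and 3 and of the splits were chosen only after the results were seen. The liver list has 12 genes, of which 12 reach 1 CPM in pgWAT and 3 in iWAT of both sexes, with Alb the most abundant (924 CPM in female and 591 CPM in male pgWAT). In pgWAT libraries its counts ran from 264 to 825, a range of 3.13-fold, while totals ranged 12.9-fold. The slope of log counts on log totals was 0.0342 (interval from -0.151 to 0.248). The muscle list has 5 genes, 5 at 1 CPM in iWAT and 3 in pgWAT, with Acta1 the most abundant (832 CPM in male iWAT). Its slope in iWAT libraries was 0.0745 (from -0.0120 to 0.242). Adipocyte markers had slopes of 1.67 in pgWAT and 1.68 in iWAT. In the other depot the slopes were 0.958 for liver in iWAT and 0.635 for muscle in pgWAT.

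Liver or muscle tissue in a sample should give its duplicate libraries the same share. Within duplicates the slope was 0.240 (from 0.168 to 0.354) for liver in pgWAT and -0.00517 for muscle in iWAT, which argues against tissue or RNA in the sample. A candidate explanation is a fixed number of reads per library that does not come from the sample, such as reads misassigned between libraries. For liver the slope within duplicates stayed above 0, so a fixed number is not an exact description. For lymphocyte markers in iWAT (6 genes, 6 at 1 CPM in iWAT and 4 in pgWAT, Cd79a highest at 96.7 CPM in male iWAT), counts differed 113-fold between libraries, which argues against this explanation. Apart from tissue or RNA in the sample, no biological explanation was tested for the liver and muscle lists.

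Erythroid counts (5 genes) in pgWAT read in the same way. Their slope within duplicates was 0.266 (from 0.0390 to 0.460), which argues against red blood cells or their RNA in the sample as the whole source. They differed 27.3-fold between libraries, which argues against a fixed number of reads. The source of the higher erythroid sum in pgWAT, past the threshold in females and just short of it in males, stays open, with a difference between the depots untested.

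The depot counts may hold further genes like those of the liver and muscle lists. Among called genes with a slope, 47.2% in males had a slope below 0.5 in the higher depot, against 8.24% of other genes, and 50% in females, against 9.48%. A low slope over libraries does not by itself mark a fixed number of reads. Over the iWAT libraries the slope was 0.370 for ASC markers and -0.236 for lymphocyte markers. Within duplicates it was 0.745 and 0.923. The percentages therefore do not say how many depot calls come from such reads. Still, the depot counts cannot be read as counts of genes that differ in adipocytes. By sex the share with a slope below 0.5 was 0% in pgWAT, against 7.84%, which argues against such reads there. In iWAT it was 17.6%, against 8.00%, and with 51 called genes a contribution to a part of them cannot be told apart. Counting the real one, 1 of 100 splits gave as many genes by depot in females and 1 of 100 in males. No other split did, which argues against chance for the counts.

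The lists from stem cells went with sex in adipocytes, and RNA of stromal cells in the floating fraction may explain this. Within groups, the 76 list genes had a median correlation of 0.124 with the 4 stromal genes, at percentile 99.88 of 10000 random lists (median -0.0708). The core list stayed past the threshold with the stromal covariate (fry p = 8.94e-06 in pgWAT and 2.39e-05 in iWAT), so the amount of stromal RNA as measured by these 4 genes is not the whole cause. A sex difference within stromal cells, carried over as RNA, stays open, as does one in adipocytes. The share of splits with a result as large, counting the real one, argues against chance for the core list (1 of 100 in each depot). It does the same for the Hox list in pgWAT (1 of 100) and the genes by sex in iWAT (1 of 100). The share was 2 of 100 for the pgWAT list in each depot and 3 of 100 for the genes by sex in pgWAT. These shares are not adjusted over the results tested, so chance is less likely there but is not excluded. For the Hox list in iWAT (20 of 100) chance stays open. For the RAAS gene the share was 2 of 100, but another split also gave 1 gene. Its call was lost without mouse 17 and with only the groups compared, so chance stays open for it. Single other splits still gave more than sex did. For the genes in pgWAT the largest gave 218 genes, against 60. For the pgWAT list the smallest p of another split was 1.39e-09, against 1.34e-08, in pgWAT and 1.80e-04, against 0.0133, in iWAT. The size of these 3 results was therefore within reach of other splits. For the core list the smallest fry p of another split was 5.80e-05 in pgWAT and 2.13e-05, against 1.50e-05, in iWAT. Small fry p were thus also given by other splits.

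Transcripts of neighbouring organs stood out in single pgWAT samples, tested with lists of 6 seminal vesicle, 4 epididymal and 4 urothelial genes, of which 0, 0 and 0 reach 1 CPM in iWAT of both sexes. Seminal vesicle genes had 158 and 87 counts in the libraries of male mouse 5, against a median of 0 in other male pgWAT libraries (Svs5 highest, 70.4 CPM), with shares within 1.31-fold. Epididymal genes had 855 and 403 counts in male mouse 7, against a median of 3 (Crisp1 highest, 1865 CPM), also with shares within 1.31-fold. Mouse 6 (321 and 116), mouse 3 (81 and 38) and mouse 8 (22 and 13) held them too. Urothelial genes had 394 and 477 counts in female mouse 19, against a median of 1 (Upk1a highest, 503.7 CPM), with shares within 1.73-fold. Library b of female mouse 20 held 19 and its duplicate 1, so that mouse does not show equal shares and its counts are not covered by what follows. Tissue of the reproductive or urinary tract at the dissected fat may give the reads of mice 5, 7 and 19. A fixed number of reads per library is argued against by the medians of the other libraries. Apart from such tissue, no biological explanation was tested.

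Library a of male pgWAT mouse 3 held 382 muscle list counts and 14 Xist counts, and library b 24 and 1. The share of both together was 5.57 times higher in library a, though Xist alone did not differ (p = 0.137, two-sided Fisher exact test). RNA or reads of another sample in library a are a candidate explanation, but not of an iWAT sample for the muscle counts. Mylpf, Tnnt3 and Myh4 made up 19.8% to 40.2% of the muscle list counts of the iWAT libraries, and together had 1 count in library a. The library of male pgWAT mouse 2 held 218 muscle list counts, 1127 per 1000000 against 791 in library a of mouse 3, beside its 7 Xist counts, and also 1 count of these 3 genes, which argues against an iWAT sample there too. RNA or reads of heart are a candidate explanation for the muscle counts of both. A list of 7 heart genes, all at 1 CPM in both depots of both sexes, had 6038 counts in library a of mouse 3 (Myh6 highest, 1610) and 258 in library b, a share 8.24 times higher in library a. In mouse 2 it had 3932 counts (Actc1 highest, 1127), a share 8.14 times the highest of the other pgWAT libraries without library a of mouse 3. Those libraries held a median of 241 and at most 336. How heart transcripts came into these libraries, and whether the Xist counts came with them, stays open. Mouse 2 has 1 library, so duplicates could not be compared. Apart from RNA of these tissues, no biological explanation was tested.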
